A study of Mus musculus with 15 samples. Its data were reported in "Genetic programming of macrophages to perform anti-tumor functions using targeted mRNA nanocarriers" (2019).

How the data were processed

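Mouse bone marrow-derived macrophages (BMDMs) were profiled with the NanoString nCounter Myeloid Innate Immunity panel, in which colour-coded probes bind target RNAs and each bound probe is counted without amplification. The labels put the 15 samples into 4 groups. BMDMs exposed for 4 days to 20 ng/mL of the Toll-like receptor 4 agonist monophosphoryl lipid A (MPLA, 4 samples) served as M1-like standards, and BMDMs exposed for 4 days to 20 ng/mL of IL-4 (IL4, 4 samples) as M2-like standards. M2-like BMDMs incubated for 1 h with 1 µg of nanoparticles carrying IRF5 mRNA (IRF5-NP, 3 samples, numbered 1, 2 and 4) or of control nanoparticles carrying eGFP mRNA (eGFP-NP, 4 samples) made up the remaining groups. These exposures are those of the labels; the methods of the study state a different nanoparticle amount, given as mRNA, and which one applies to these samples is not settled. By the methods of the study, the IRF5 nanoparticles also carried mRNA of the kinase IKKβ and a share of eGFP mRNA as a reporter, and strongly transfected cells were sorted and returned to IL-4 before RNA isolation. Groups and replicate numbers were taken from the labels.

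The authors deposited a table of raw probe counts. It held whole-number counts for 768 probes, of which 754 were genes, 6 were positive and 8 were negative spike-in controls. The methods of the study name a quality check, normalization to the geometric mean of housekeeping genes, log2 transformation and t-tests with Benjamini-Yekutieli false discovery rates; the deposited counts had not been normalized in this way. The design fixed beforehand named limma on log2 values for a normalized table and edgeR for raw whole-number counts, and the edgeR branch therefore applied. Lane and cartridge were not stated, so no assay batch was tested. Of the 754 gene names, 744 matched a current symbol of the mouse assembly GRCm38.p6, 9 matched a synonym and 1 matched neither. Gene names were used as deposited and no genomic coordinates are given, since the table named no genome build.

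Before averaging, replicates were compared by a chi-square test of their counts over genes with a summed count of at least 40. Within groups, 5 of the 21 pairs were nearly identical, with a chi-square per degree of freedom of 1.09 to 2.56 against 41.4 to 1250 in the other 16 pairs. Counts of eGFP-NP 1 and 2 agreed within sampling noise (1.09 per degree of freedom, chi-square p = 0.0817), and these libraries were summed and counted as 1 sample, which left 14 libraries and an n of 3 for eGFP-NP. The minimum of 40 was chosen while the counts were explored; at a minimum of 10 the p was 0.111 and at 100 it was 0.0162, so the agreement depended on the minimum. The other 4 nearly identical pairs (MPLA 1 and 4, MPLA 2 and 3, IRF5-NP 1 and 2, eGFP-NP 3 and 4) differed by more than sampling noise and were kept separate, with a merged alternative. The design had foreseen 35 splits of 7 nanoparticle samples; after the merge there were 10 splits of 6.

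Genes were compared by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with TMM scaling, on the 2 groups compared alone, with no covariate and no filter on low counts. Calls were made at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Standard errors are the log2 difference divided by the square root of the F statistic. Values per library are log2 CPM (counts scaled to a common library size) with TMM scaling and a prior count of 2, which draws low counts toward each other. A count was taken as above background when it exceeded the mean of the 8 negative controls of its library by 2 SD. Each nanoparticle library was placed on the line from the IL4 mean (0) to the MPLA mean (1) over all genes, each standard was placed on the line drawn without it, and groups were compared by a two-sided exact permutation test with Benjamini-Hochberg adjustment over 3 comparisons. Correlations between differences are across genes, which are not independent replicates. Signature sets were the genes called between MPLA and IL4 with an absolute log2 difference of at least 1. Sets and fixed marker lists were tested by camera (limma 3.58.1) with an inter-gene correlation of 0.01, with fry and an estimated correlation beside it.

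The M1 marker list (15 genes), the M2 marker list (15 genes), the Interferon list (6 of 20 genes in the table) and 6 preset genes, of which 5 were tested and Ikbkb was not analysed here, were fixed before the data were examined, as were the comparisons, the rule for naming genes and most alternatives. The rule named the preset genes and, for the comparisons MPLA vs IL4, IRF5-NP vs IL4, eGFP-NP vs IL4 and IRF5-NP vs eGFP-NP, the 3 genes with the largest increase and the 3 with the largest decrease among called genes whose groups did not overlap; where nothing was called it named the 3 genes with the smallest p. A housekeeping list (20 genes), a stromal list (12 fibroblast genes: Col1a2, Col3a1, Pdgfra, Pdgfrb, Fn1, Timp3, Cdh11, Ddr2, Prrx1, Cav1, Cxcl12 and Fgf7), a pan-macrophage list (12 genes), a second fibroblast list (11 genes) and a T and NK cell list (9 genes) were written from general knowledge after the counts had been seen.

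Whether replicate numbers pair samples was checked by correlating the deviations of same-numbered libraries from their group means. For IRF5-NP and eGFP-NP the correlation was 0.818 to 0.823 for all 3 shared numbers, so these numbers were treated as pairing the samples; the pairing comes from the values, since the labels name no shared culture. The 3 correlations are not independent, because IRF5-NP 1 and 2 are nearly identical, as are eGFP-NP 1 and 2. They need not reflect pairing by number. In both groups the stromal list mean was low in libraries 1 and 2 and high in library 4. Among single libraries, IRF5-NP 4 correlated at 0.937 with eGFP-NP 3 and at 0.933 with eGFP-NP 4. Fits with the replicate number as a block kept eGFP-NP 1 and 2 separate. The tests were run on simulated counts with 200 genes changed 4- or 8-fold at the dispersions of each comparison. They recovered 88.0% of the changed genes for MPLA vs IL4, 45.5% for IRF5-NP vs IL4, 65.5% for eGFP-NP vs IL4 and 38.0% for IRF5-NP vs eGFP-NP, each over 754 genes, and 1.12% to 4.38% of the calls in these comparisons were wrong. The simulated libraries and genes were independent. These rates therefore do not cover nearly identical libraries or genes that vary together, and may not hold for the calls reported here.

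Alternatives fixed beforehand were median scaling, quantile normalization, a minimum mean log2 count of 5, a floor at log2 4, a robust fit, all samples in one fit, limma 3.58.1 on housekeeping-normalized log2(count + 1), the methods' t-test, Benjamini-Yekutieli adjustment, a log2 minimum, unadjusted p, DESeq2 1.42.0, housekeeping scaling, a low-count filter, the replicate block, leaving out each library in turn, and other definitions of the axis, correlation and sets. Alternatives chosen after seeing the data were eGFP-NP 1 and 2 as separate samples, all 5 nearly identical pairs merged (for the lists in MPLA vs IL4 also with fry), the stromal list mean as a covariate, the block with eGFP-NP 1 and 2 separate, housekeeping scaling of the log2 measures, and the axis difference and correlation between same-numbered libraries. The correlation for eGFP-NP minus IL4 was also added after the data were seen. A test of other pseudocounts had been foreseen for linear normalized values and was not run, because the table held raw counts.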

Results

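To ask whether nanoparticles carrying IRF5 mRNA move IL-4-conditioned macrophages toward an M1-like expression profile, nCounter counts of 754 genes were compared among M1-like standards (MPLA), M2-like standards (IL4) and M2-like BMDMs treated with IRF5-NP or with control eGFP-NP. Total gene counts ranged from 1618910 to 1784830 in MPLA, from 1087550 to 1639970 in IL4, from 266169 to 1510010 in IRF5-NP and from 738305 to 1524230 in eGFP-NP. IRF5-NP 4 had the lowest total, although its positive controls (geometric mean 2412 counts) were within the range of the other libraries (887 to 2813). Between 440 and 603 genes per library were above background, which lay at 19.7 to 34.9 counts, and counts below this range carry no measurable level.

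Counts of eGFP-NP 1 and 2 showed no difference beyond sampling noise over genes with a summed count of at least 40 (chi-square per degree of freedom 1.09) but did over genes with at least 100 (1.15). They were counted as 1 sample, so that eGFP-NP had an n of 3. By the chi-square, a further 4 pairs of replicates (MPLA 1 and 4, MPLA 2 and 3, IRF5-NP 1 and 2, eGFP-NP 3 and 4) were far closer than any other pair. The log2 correlation did not separate all of them: it was 0.9932 for eGFP-NP 3 and 4 and 0.9934 for MPLA 2 and 4. The number of independent cultures may be smaller than the n given. Fibroblast genes differed widely within IL4, IRF5-NP and eGFP-NP but not within MPLA. The mean of a stromal list of 12 genes was 12.1 to 12.2 log2 CPM in MPLA. In IL4 it was 10.9, 11.2 and 9.99 in libraries 1, 2 and 4 and 4.61 in library 3. In IRF5-NP it was 4.24 and 4.16 in libraries 1 and 2 and 10.9 in library 4, and in eGFP-NP it was 4.11 in the merged library 1-2 and 11.4 and 11.5 in libraries 3 and 4. In IL4, IRF5-NP and eGFP-NP the mean of 12 pan-macrophage genes was 12.7 to 12.9 in libraries with a stromal mean of 4.61 or below. In the other libraries of these groups it was 10.3 (IRF5-NP 4) to 11.9. The opposite order did not hold throughout: IL4 2 had a higher stromal and a higher pan-macrophage mean (11.9) than IL4 1 (11.6). MPLA had the highest stromal means, but its pan-macrophage means (11.3 to 11.4) were above those of IRF5-NP 4 and of eGFP-NP 3 and 4 (10.9).

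**Figure D1:**
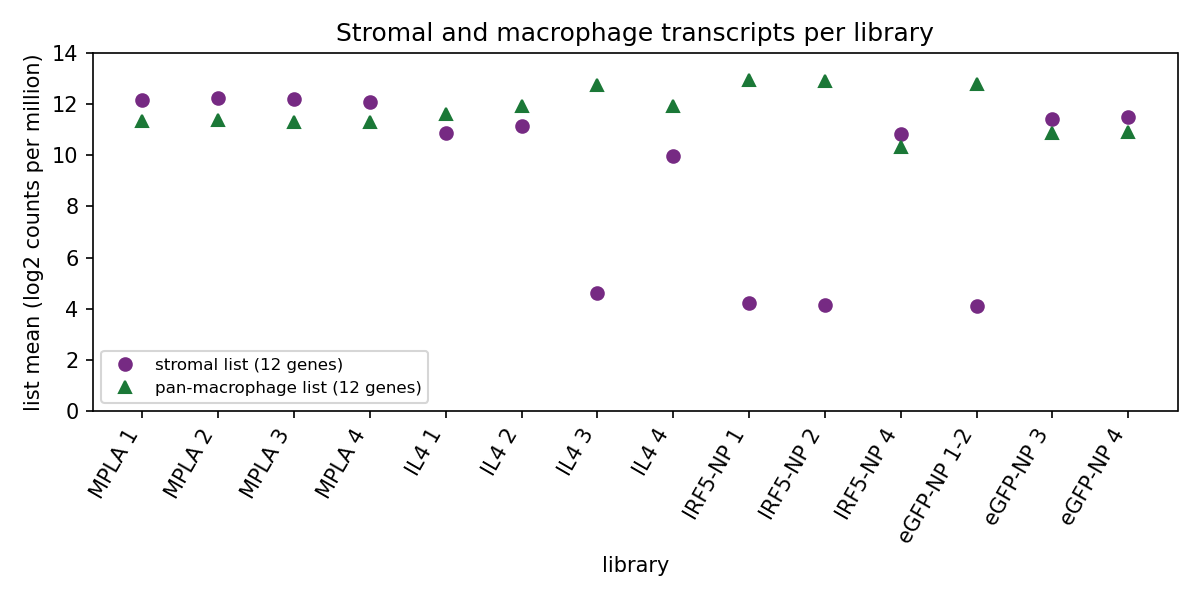
Mean log2 CPM of 12 stromal genes (circles) and 12 pan-macrophage genes (triangles) in each of the 14 libraries. The stromal mean lies at 4.11 to 4.61 in IL4 3, IRF5-NP 1, IRF5-NP 2 and eGFP-NP 1-2, and at 9.99 or above in the other 10 libraries.

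The standards were compared first. By edgeR's quasi-likelihood test, 92 genes were higher and 107 lower in MPLA than in IL4 (199 of 754, n = 4 and 4), and 183 of the 199 had groups that did not overlap. Across all genes 37.3% had groups that did not overlap, against 2.86% expected by chance if all libraries were independent. MPLA 1 and 4 are nearly identical, as are MPLA 2 and 3, so this chance value is too low. Merging all nearly identical pairs, an alternative chosen after the data were seen, moved the number of called genes most, to 20. Without MPLA 1, 2, 3 or 4 the count was 74, 98, 109 or 81, and without IL4 2 it was 295. Scaling changed the balance of the calls: median scaling gave 52 higher and 203 lower, and housekeeping scaling 45 higher and 123 lower, with median log2 differences shifted by -0.54 and -0.28. The largest fitted increases were in Marco (log2 difference 5.74 ± 0.34 SE, adjusted p = 6.67e-05), Col12a1 (4.74 ± 0.90, adjusted p = 0.00860) and Fpr1 (4.67 ± 0.34, adjusted p = 0.000103). Marco and Fpr1 were above background in 1 of 4 IL4 libraries (16 to 39 and 11 to 28 counts) and Col12a1 in 3 of 4 (19 to 733 counts), so the sizes of these increases and their order are not fully measured. Col12a1, a collagen gene, lost its call under 4 of 24 alternatives, whereas Marco and Fpr1 kept theirs under all 24. The largest fitted decreases were in Retnla (-12.06 ± 1.40, adjusted p = 0.000881), Rnase2a (-9.65 ± 1.29, adjusted p = 0.00198) and Ear3 (-7.46 ± 1.32, adjusted p = 0.00694). For these 3 genes all MPLA counts were below background (at most 29 counts), so the size of the decrease is not measured. Rnase2a and Ear3 lost their calls under 2 of the alternatives and Retnla under 1.

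In IL-4-conditioned cells given IRF5-NP, edgeR called no gene against IL4 (0 of 754, n = 3 and 4), with 53 genes at an unadjusted p under 0.05 where 37.7 would be expected by chance. DESeq2 called 19 genes, limma and the methods' t-test each called 0, and a fit of all samples called 2. The 3 genes with the smallest p all failed the correction: Ccl24 (log2 difference -3.29 ± 0.59 SE), Pf4 (2.03 ± 0.39) and Hpgd (-3.40 ± 0.75), with adjusted p of 0.394, 0.394 and 0.435 by edgeR. All Ccl24 counts in IRF5-NP were below background, so the size of that difference is not measured, and Hpgd was above background in 2 of 3 IRF5-NP libraries. All 3 genes passed under DESeq2, and Ccl24 and Hpgd in a fit of all samples.

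Control nanoparticles gave a similar outcome. Between eGFP-NP and IL4 edgeR called 0 genes (n = 3 and 4), with 84 at an unadjusted p under 0.05. DESeq2 called 53 genes, the fit of all samples 17, the methods' t-test 1 and limma 0. Counting eGFP-NP 1 and 2 as separate samples gave 6 calls, and leaving out IL4 2 or eGFP-NP 1-2 gave 2. The smallest p values, all failing the correction by edgeR, belonged to Ccl24 (-4.12 ± 0.63, adjusted p = 0.139), Kcnq1ot1 (2.09 ± 0.34, adjusted p = 0.139) and C1qb (-5.10 ± 0.94, adjusted p = 0.148). All Ccl24 counts in eGFP-NP were below background, so the size of that difference is not measured. All 3 genes passed under DESeq2, in a fit of all samples and with eGFP-NP 1 and 2 separate, and C1qb also without IL4 2 (-3.88).

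The effect of the IRF5 cargo was read from IRF5-NP against eGFP-NP. Here edgeR called 0 genes (n = 3 and 3), with 42 at an unadjusted p under 0.05, while DESeq2 called 7, the fit of all samples 1, and limma and the methods' t-test 0. Counting eGFP-NP 1 and 2 as separate samples gave 2 calls, and with the stromal list mean as a covariate there were 16. These fits count nearly identical libraries as independent. The smallest p belonged to Cd34 (log2 difference -2.24 ± 0.24 SE, edgeR adjusted p = 0.0892), C1qa (2.23 ± 0.41, adjusted p = 0.579) and Kcnq1ot1 (-1.92 ± 0.37, adjusted p = 0.579), which was above background in 1 of 3 IRF5-NP libraries. All 3 genes passed under DESeq2 and with the covariate, Cd34 and Kcnq1ot1 with eGFP-NP 1 and 2 separate, and Kcnq1ot1 in a fit of all samples. Groups did not overlap for 14.7% of genes, against 10.0% expected by chance.

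Both nanoparticle groups differed from MPLA. IRF5-NP had 87 genes higher and 97 lower (184 calls by edgeR, n = 3 and 4), and eGFP-NP had 54 higher and 94 lower (148 calls, n = 3 and 4). Both counts fell to 0 when the nearly identical pairs were merged. The first count was 566 without IRF5-NP 4, 73 without IRF5-NP 1 and 55 without IRF5-NP 2. The second was 428 without eGFP-NP 1-2. Without MPLA 1, 2, 3 or 4 they were 74, 80, 90 or 70 for IRF5-NP and 74, 77, 87 or 75 for eGFP-NP. Under median scaling 90.4% of the IRF5-NP calls and 83.1% of the eGFP-NP calls were increases, against 47.3% and 36.5% under TMM, with median log2 differences shifted by 0.96 and 0.67.

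The preset genes were then examined library by library. Ccl5 had 5159 to 5751 counts in MPLA. In IL4 it had 41, 1843, 267 and 138 counts. IRF5-NP 1 and 2 had 11099 and 10394 counts and IRF5-NP 4 had 406, whereas eGFP-NP 1 and 2 had 101 and 111 counts and eGFP-NP 3 and 4 had 2184 and 1873. After scaling, Ccl5 was thus higher in IRF5-NP than in the same-numbered eGFP-NP library for numbers 1 (13.23 against 6.51 log2 CPM) and 2 (13.20 against 6.59) and lower for number 4 (9.76 against 11.05). The log2 difference of Ccl5 was 3.86 ± 1.36 SE for IRF5-NP vs IL4 (edgeR adjusted p = 0.588), 1.66 ± 1.35 for eGFP-NP vs IL4 (adjusted p = 0.670) and 2.14 ± 1.30 for IRF5-NP vs eGFP-NP (unadjusted p = 0.153). None of these passed the threshold. Over all alternatives they ranged, in the same order, from 3.26 to 5.76, from 0.99 to 3.55 and from 1.59 to 5.11, and none passed. For MPLA vs IL4 the log2 difference of Ccl5 was 2.81 ± 0.99 (edgeR adjusted p = 0.0673).

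Retnla had 1532 to 55590 counts in IL4, 5 to 238 in IRF5-NP and 39 to 139 in eGFP-NP. Its log2 difference from IL4 was -7.31 ± 1.75 SE in IRF5-NP and -8.31 ± 1.54 in eGFP-NP, below every IL4 library in each case, but edgeR's adjusted p over all genes was 0.435 and 0.148. The IRF5-NP difference passed under DESeq2 (-7.13), and over all alternatives its adjusted p ranged from 2.51e-07 to 1. The eGFP-NP difference passed under DESeq2 (-8.13), in a fit of all samples (-8.18), with eGFP-NP 1 and 2 separate (-8.10) and without IL4 2 (-8.58), and its adjusted p ranged from 6.38e-14 to 1. Between IRF5-NP and eGFP-NP it differed by 0.94 ± 0.95 (adjusted p = 0.834). By the methods of the study, both nanoparticle groups also differed from IL4 in sorting and IL-4 dose. Serpinb2 was above background only in IL4 1 (71 counts), IL4 4 (416 counts) and IRF5-NP 4 (54 counts), and its log2 difference was -1.06 ± 1.42 for IRF5-NP vs IL4 (edgeR adjusted p = 0.873). Without IL4 4 this difference was 0.53 and without IRF5-NP 4 it was -3.28. Ccl11 was above background in IL4 1, 2 and 4 (103, 37 and 104 counts) and in eGFP-NP 3 and 4 (70 and 71 counts) and in no IRF5-NP library. Its log2 difference was -1.69 ± 0.95 for IRF5-NP vs IL4 (edgeR adjusted p = 0.821). Irf5 was not higher in IRF5-NP: it had 2313, 2096 and 205 counts there and 2495, 2645, 1182 and 1046 in eGFP-NP, a log2 difference of -0.11 ± 0.59 (edgeR adjusted p = 0.946). Its sign depended on the scaling, and without IRF5-NP 4 or without eGFP-NP 1-2 the difference was 0.33 or 0.27. In same-numbered libraries Irf5 was lower in IRF5-NP for numbers 1 (10.97 against 11.11 log2 CPM), 2 (10.89 against 11.14) and 4 (8.78 against 10.21), and with the replicate number as a block the difference was -0.66 and also not called. Over all alternatives it ranged from -0.74 to 0.33.

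Over all genes, edgeR called 3 of the 5 preset genes for MPLA vs IL4 (Irf5, Ccl11 and Retnla, all lower) and none for the nanoparticle comparisons. The Irf5 call was lost under 5 of 24 alternatives. The Ccl11 call was lost under 10 of 23, among them without MPLA 1 (-2.70), MPLA 2 (-2.73), MPLA 3 (-2.59) or MPLA 4 (-2.66). Ccl5 and Serpinb2 newly passed under 5 of 24 and 7 of 23 alternatives, both without IL4 2 (4.58 and -3.62) and Serpinb2 also without IL4 3 (-3.55). Adjusted over the list alone, the calls were 5 for MPLA vs IL4, 1 for IRF5-NP vs IL4, 1 for eGFP-NP vs IL4 and 0 for IRF5-NP vs eGFP-NP. The single call was Retnla in both IL4 comparisons. Serpinb2, Ccl11 and Ccl5 were picked by the study on these samples, so that adjustment over the list alone is not independent evidence.

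**Figure D2:**
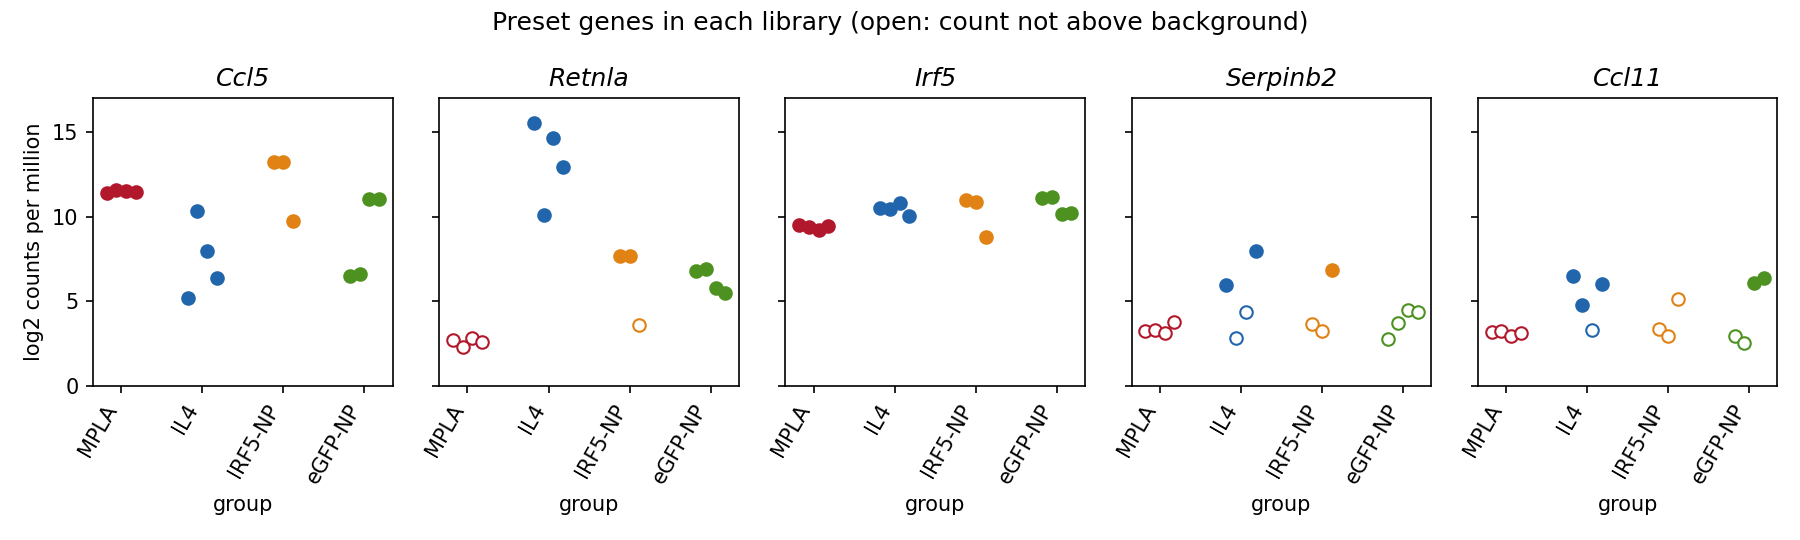
Log2 CPM of the 5 preset genes in each of the 15 libraries by group, 1 point per library, open where the count was not above background. Ccl5 lies at 13.23 and 13.20 in IRF5-NP 1 and 2 and at 9.76 in IRF5-NP 4, and the Retnla points of MPLA are all open.

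On the line from the IL4 mean (0) to the MPLA mean (1), MPLA libraries lay at 0.943 to 1.05 and IL4 libraries at 0.205, 0.509, -0.417 and 0.193. IRF5-NP libraries lay at -0.241, -0.250 and 0.639 (mean 0.0490 ± 0.511 SD, n = 3), and eGFP-NP libraries at -0.201, 0.579 and 0.588 (mean 0.322 ± 0.453 SD, n = 3). Positions followed the stromal list mean. The libraries with a stromal mean of 4.61 or below (IL4 3, IRF5-NP 1, IRF5-NP 2 and eGFP-NP 1-2) lay below 0. All other libraries lay above 0, and MPLA had the highest stromal means. The line therefore does not separate M1-like expression from stromal RNA. IRF5-NP did not differ from eGFP-NP (difference -0.273, exact permutation p = 0.800, adjusted p = 0.886; 3 against 3 cannot give less than 0.1). Between same-numbered libraries, with eGFP-NP 1 and 2 separate, the differences were -0.0380, -0.0473 and 0.0512 for numbers 1, 2 and 4, with a mean of -0.0113. Neither group differed from IL4 (difference -0.0737, exact permutation p = 0.886 for IRF5-NP, and 0.199, exact permutation p = 0.486 for eGFP-NP; adjusted p = 0.886 for both). The sign of the IRF5-NP minus IL4 difference changed to positive on a line over called genes alone (0.194), without IRF5-NP 1 (0.0724) and without IRF5-NP 2 (0.0766).

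**Figure D3:**
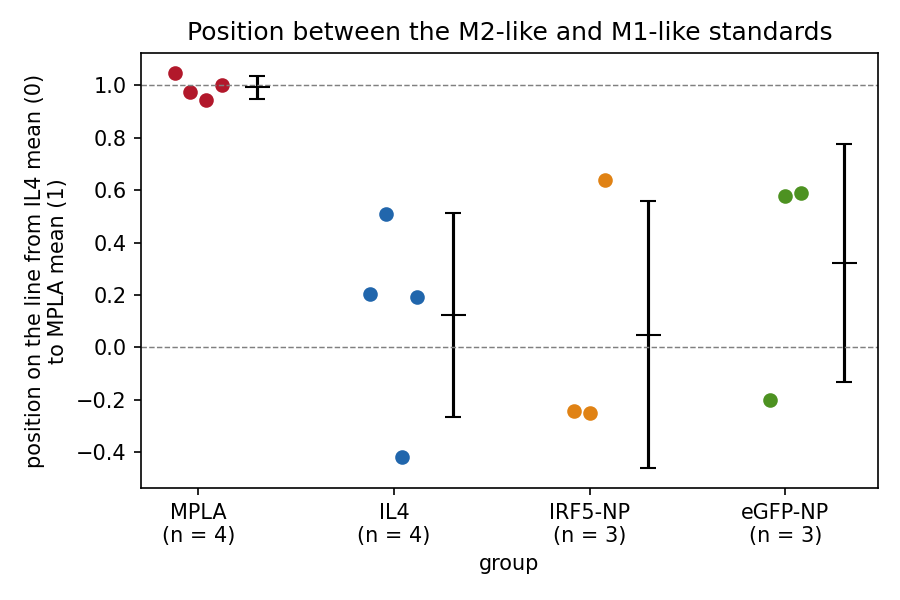
Position of each library on the line from the IL4 mean (0) to the MPLA mean (1) over 754 genes, by group, with bars for the mean ± SD. MPLA lies at 0.943 to 1.05, and each of the other 3 groups holds libraries both below 0 and above 0.

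The change from eGFP-NP to IRF5-NP was set against the difference between the standards across 754 genes. The correlation was -0.448 (Pearson) and -0.462 (Spearman). Between same-numbered libraries, with eGFP-NP 1 and 2 separate and eGFP-NP 3 left unpaired, it was -0.0276, so the negative value did not hold under the pairing. Of the 10 splits of the 6 nanoparticle libraries, 9 gave an absolute value at least as large, up to 0.615. It was -0.584 without IRF5-NP 4, -0.244 without IRF5-NP 1 and -0.236 without IRF5-NP 2. It was 0.0192 with the nearly identical pairs merged and -0.0129 with the stromal score as a covariate. For IRF5-NP minus IL4 against MPLA minus IL4 the correlation was 0.0954 (Pearson) and -0.0192 (Spearman). Both differences share the IL4 libraries. For 1000 simulated groups without any change the median was 0.0278 and the central 95% range -0.0650 to 0.122. These groups were drawn around the observed IL4 mean, which leaves out the error of that mean. The simulation therefore cannot show the correlation that sharing the IL4 libraries gives. Pairs of IL4 libraries set against the other pair, where this error is present, gave -0.150 to 0.701 with a median of 0.348. For IRF5-NP the correlation was -0.256 without IRF5-NP 4, 0.341 without IRF5-NP 1 and 0.345 without IRF5-NP 2, and 0.524 with the stromal score as a covariate. For eGFP-NP minus IL4 it was 0.536 (Pearson) and 0.476 (Spearman), against a simulated median of 0.0292 and a central 95% range of -0.0716 to 0.132. This value was above the simulated range, which lacks the shared error, but within that of the IL4 pairs. It is therefore not shown to exceed what sharing the IL4 libraries can give. It was 0.338 without eGFP-NP 3, 0.332 without eGFP-NP 4 and 0.336 with eGFP-NP 1 and 2 separate. With the covariate it was 0.519, close to the 0.524 of IRF5-NP.

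The genes called between the standards were then tested as sets between IRF5-NP and eGFP-NP. The M1 signature set held 74 genes and had a mean log2 difference of -0.56, and the M2 signature set held 88 genes and had one of 0.26. Both passed limma's camera, with an adjusted p of 0.00423 over both sets. Neither call held under limma's fry (adjusted p = 0.663) or with an estimated correlation (unadjusted p = 0.462 and 0.534). With the replicate number as a block the mean differences were -0.09 and -0.10, and neither set passed limma's camera (adjusted p = 0.752 and 0.852). Leaving out IRF5-NP 1 or 2 removed both calls, with mean differences of -0.26 or -0.24 for the M1 set and -0.00055 or -0.02 for the M2 set, and the M2 call was also lost without eGFP-NP 3 (0.08) or eGFP-NP 4 (0.07). Of the 74 M1 signature genes, only 27 did not rise with the stromal list mean in both IL4 and eGFP-NP. A difference in the M1 set can therefore reflect stromal RNA.

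Of the fixed lists, the M2 marker list was lower in MPLA than in IL4 (mean log2 difference -2.84, camera adjusted p = 0.000110, limma, over 12 tests) and lower in eGFP-NP than in IL4 (-1.23, adjusted p = 0.00536). In IRF5-NP it was lower than in IL4 by a mean of -0.95 (camera adjusted p = 0.0910, limma), which failed the correction. It passed under median scaling (-0.49), quantile normalization (-0.93), merging of the nearly identical pairs (-1.16) and the stromal covariate (-1.39), and without IL4 2 (-1.42), IRF5-NP 1 (-1.13) or IRF5-NP 2 (-1.13). The eGFP-NP call was lost without IL4 1 (-1.17) or IL4 4 (-1.10). By the methods of the study, both nanoparticle groups also differed from IL4 in sorting and IL-4 dose. Their differences from IL4 therefore cannot be assigned to the nanoparticles alone. Under fry the MPLA call held and the eGFP-NP call did not, and with an estimated correlation neither held. Adjusted over the list alone, edgeR called 10 M2 markers lower for MPLA vs IL4 (9 over all genes), 2 for IRF5-NP vs IL4 and 3 for eGFP-NP vs IL4 (0 over all genes in both). The M1 marker list did not pass for MPLA vs IL4 (0.93, camera adjusted p = 0.276, limma), nor did the Interferon list (1.34, adjusted p = 0.182). Both passed without IL4 2 (1.57, adjusted p = 0.0133, and 2.05, adjusted p = 0.000475). Between IRF5-NP and IL4 the M1 marker list and the Interferon list differed by 0.01 and -0.14, and without IL4 2 by 0.65 (camera adjusted p = 0.0133, limma) and 0.57 (adjusted p = 0.0297). The M1 list difference was negative without IL4 1 (-0.41), IL4 3 (-0.18), IL4 4 (-0.12) or IRF5-NP 4 (-0.36), and the Interferon list difference was positive under median scaling (0.33) and without IRF5-NP 1 (0.06) or IRF5-NP 2 (0.05). Between eGFP-NP and IL4 they differed by -0.23 and -0.57 (neither called); the M1 list had a median of 0.01, opposite in sign to its mean. Without IL4 2 these differences were 0.41 and 0.14, and without eGFP-NP 1-2 that of the M1 list was 0.08.

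Between IRF5-NP and eGFP-NP the M1 marker list differed by 0.24, the M2 marker list by 0.28 and the Interferon list by 0.43 (camera adjusted p = 0.228, 0.262 and 0.262, limma). With the replicate number as a block the M1 marker list was higher in IRF5-NP by 0.54 (camera adjusted p = 0.0312, limma) and the Interferon list by 0.74 (adjusted p = 0.00859). The block keeps eGFP-NP 1 and 2 separate and pairs them with the nearly identical IRF5-NP 1 and 2, so its pairs are not independent. With all nearly identical pairs merged and no block, the M1 marker list passed (0.60, camera adjusted p = 0.0147, limma). The Interferon list did not (0.76, adjusted p = 0.0878). In the blocked fit the Interferon list also passed fry before adjustment (p = 0.00207, limma) but not an estimated correlation (p = 0.0875), and the M1 marker list passed neither (p = 0.211 and 0.277). With the stromal score as a covariate the M1 marker list (0.61) and the Interferon list (0.77) both passed camera (adjusted p = 0.00455, limma). There the Interferon list also passed fry (p = 2.27e-05, limma) and an estimated correlation (p = 0.0481) before adjustment, and the M1 marker list neither (p = 0.0913 and 0.188). Without the block, the M1 marker list difference was -0.12 without IRF5-NP 4, -0.04 without eGFP-NP 1-2 and 0.47 without IRF5-NP 2, where it passed (camera adjusted p = 0.0467, limma). Adjusted over the list alone, edgeR called no M1 or M2 marker in this comparison, and of the Interferon list 1 gene higher and 1 lower.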

Values the study reported

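The study described its panel as covering 770 genes in 19 pathways. In its methods, the 10% of BMDMs with the strongest eGFP signal were sorted 24 h after transfection and kept for a further 48 h in medium with 10 ng/mL IL4 before RNA was isolated. The methods put the amount at 2 µg of mRNA for these nanoparticles. By a PCR that detects only the delivered, codon-optimized mRNA, the study reported IRF5 to be 581-fold higher on day 3 after transfection.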

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

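For the low M2 marker list the scaling test was written beforehand; the test of macrophage transcripts and the test on the housekeeping list were chosen only after the results were seen.

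The M2 marker list mean of IL4 2 was 6.37 log2 CPM, against 8.18 to 8.35 in the other IL4 libraries, a gap that was 0.916 of the range of the group. Of 30 such comparisons (15 measures in 2 groups of 4), 2 stood out in this way, where chance gives about 1.5, so chance remains open. A scaling effect is argued against, because the gap was at least 1.08 under TMM, median and housekeeping scaling. A smaller share of macrophage transcripts is also argued against, because the pan-macrophage list mean of IL4 2 lay 0.316 above the lowest of the other IL4 libraries. A different state of that culture may remain as an explanation; no biological explanation was tested, since the labels set IL4 2 apart in no way.

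The geometric mean of 20 housekeeping genes was 1795 counts in IL4 4, against 888 to 997 in the other IL4 libraries. After TMM scaling IL4 4 was 0.319 above the next IL4 library, while the other 3 spread over 0.438 on the log2 scale. The excess is consistent with a difference in input or counting between libraries. No biological explanation was tested.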

How the results depend on the processing

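The merging alternatives (with camera or fry), the stromal covariate, the block with eGFP-NP 1 and 2 separate and the housekeeping scaling of list and axis measures were chosen only after the data were seen, as were the values between same-numbered libraries and the correlation for eGFP-NP minus IL4. Of 153 alternative values for counts of called genes, 95 stayed within 1.5 times of the original, 28 were higher and 30 lower. Of 340 alternatives for axis, set and list tests, 280 kept direction and side of the threshold, 16 newly passed, 19 no longer passed and 25 changed direction. For named genes, 684 of 786 kept both. The causes below were not tested unless stated.

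Median scaling raised the count of IRF5-NP vs MPLA to 459 and of eGFP-NP vs MPLA to 267. A fit of all samples called 123 genes for MPLA vs IL4, 2 for IRF5-NP vs IL4, 17 for eGFP-NP vs IL4, 1 for IRF5-NP vs eGFP-NP and 50 for eGFP-NP vs MPLA. The methods' t-test with Benjamini-Hochberg called 120 for MPLA vs IL4 and 1 for eGFP-NP vs IL4. Benjamini-Yekutieli adjustment, which is stricter by construction, left 45 for MPLA vs IL4, 25 for IRF5-NP vs MPLA and 57 for eGFP-NP vs MPLA, and the methods' t-test with it 21, 11 and 50, and 1 for eGFP-NP vs IL4. At an unadjusted p under 0.05 there were 304 for MPLA vs IL4, 53 for IRF5-NP vs IL4, 84 for eGFP-NP vs IL4, 42 for IRF5-NP vs eGFP-NP, 327 for IRF5-NP vs MPLA and 262 for eGFP-NP vs MPLA. DESeq2 called 19 for IRF5-NP vs IL4, 53 for eGFP-NP vs IL4, 7 for IRF5-NP vs eGFP-NP, 388 for IRF5-NP vs MPLA and 228 for eGFP-NP vs MPLA.

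With eGFP-NP 1 and 2 separate, 6 genes were called for eGFP-NP vs IL4 and 2 for IRF5-NP vs eGFP-NP. With nearly identical pairs merged, which leaves fewer samples, 20 were called for MPLA vs IL4, 1 for eGFP-NP vs IL4, and by edgeR 0 for IRF5-NP vs MPLA and 0 for eGFP-NP vs MPLA. With the stromal covariate the counts were 109 for MPLA vs IL4, 16 for IRF5-NP vs eGFP-NP, 465 for IRF5-NP vs MPLA and 419 for eGFP-NP vs MPLA.

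With the replicate number as a block, edgeR called 95 genes for MPLA vs IL4, 0 for IRF5-NP vs MPLA and, with eGFP-NP 1 and 2 separate, 81 for eGFP-NP vs MPLA. In these comparisons, and in both against IL4, the samples share only a number: the lowest correlation of same-numbered deviations was -0.05 for MPLA vs IL4, -0.45 for IRF5-NP vs IL4, -0.82 for eGFP-NP vs IL4, -0.13 for IRF5-NP vs MPLA and -0.14 for eGFP-NP vs MPLA. For IRF5-NP vs eGFP-NP the numbers were treated as pairing the samples, although the values do not show which libraries are paired. There the block moved the M1 signature set to -0.089 and the M2 signature set to -0.10. It brought the M1 marker list (0.54) and the Interferon list (0.74) past the threshold. It changed no other call there.

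Leaving out 1 library at a time gave 74 (without MPLA 1) to 295 (without IL4 2) genes for MPLA vs IL4, 55 (without IRF5-NP 2) to 566 (without IRF5-NP 4) for IRF5-NP vs MPLA, 74 (without MPLA 1) to 428 (without eGFP-NP 1-2) for eGFP-NP vs MPLA, and 0 to 2 (without IL4 2 or eGFP-NP 1-2) for eGFP-NP vs IL4 by edgeR. For IRF5-NP vs IL4 and IRF5-NP vs eGFP-NP edgeR called 0 in each case (53 and 42 at an unadjusted p under 0.05 with all libraries; DESeq2 called 19 and 7).

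Irf5 between IRF5-NP and IL4 turned positive under median scaling (0.52), quantile normalization (0.024) and a minimum mean log2 of 5 (0.036). It was also positive in a fit of all samples (0.016) and under DESeq2 (0.031). It ranged from -0.39 to 0.31 (without IRF5-NP 4) with 1 library left out and from -0.87 to 0.52 over all alternatives. Irf5 between eGFP-NP and IL4 was 0.24 under median scaling, 0.17 under quantile normalization, 0.089 in a fit of all samples, 0.13 under DESeq2, 0.067 with the block, 0.12 with eGFP-NP 1 and 2 separate and 0.11 with pairs merged, and ranged from -0.30 to 0.22 (without IL4 3). Irf5 between IRF5-NP and eGFP-NP was 0.28 under median scaling, 0.0031 with the minimum mean, 0.16 under housekeeping scaling and 0.040 by limma and by the methods' t-test with either adjustment, and ranged from -0.36 to 0.33 (without IRF5-NP 4); it was -0.66 with the block, -0.47 with pairs merged and -0.74 with the covariate. Ccl11 between eGFP-NP and IL4 was 0.028 under median scaling, 0.11 in a fit of all samples and 0.17 under DESeq2. It ranged from -0.54 to 0.66 (without eGFP-NP 1-2) with 1 library left out and from -0.93 to 0.66 over all alternatives. Serpinb2 ranged from -3.28 (without IRF5-NP 4) to 0.53 (without IL4 4) for IRF5-NP vs IL4. For IRF5-NP vs eGFP-NP it ranged from -0.74 (without IRF5-NP 4) to 2.15 with 1 library left out, and up to 2.29 over all alternatives. Counts of Serpinb2 and Ccl11 near background limit what depth can show for them.

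The axis difference of IRF5-NP and IL4 turned positive on a line over called genes (0.194), for the signature means (0.195), with pairs merged (0.0745) and with the stromal covariate (0.236, exact permutation adjusted p = 0.0857; 0.243 with the same adjusted p for eGFP-NP and IL4), and ranged from -0.369 (without IRF5-NP 4) to 0.0766 (without IRF5-NP 2). That of IRF5-NP and eGFP-NP was 0.00807 with pairs merged. The correlation of IRF5-NP minus eGFP-NP with MPLA minus IL4 was -0.0276 with the replicate number as a block and eGFP-NP 1 and 2 separate, -0.307 with eGFP-NP 1 and 2 separate, 0.0192 with pairs merged and -0.0129 with the covariate, and ranged from -0.584 (without IRF5-NP 4) to -0.236 (without IRF5-NP 2). The correlation of IRF5-NP minus IL4 with MPLA minus IL4 was 0.346 with pairs merged and 0.524 with the covariate, and ranged from -0.256 (without IRF5-NP 4) to 0.345 (without IRF5-NP 2). That of eGFP-NP minus IL4 was 0.519 with the covariate and 0.336 both with eGFP-NP 1 and 2 separate and with pairs merged, and ranged from 0.332 (without eGFP-NP 4) to 0.690 (without eGFP-NP 1-2).

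The M1 signature set lost its call under fry and an estimated correlation (-0.56) and with the covariate (-0.070) and was 0.29 with pairs merged; it ranged from -1.11 (without IRF5-NP 4) to -0.24 (without IRF5-NP 2). The M2 signature set lost its call under fry and an estimated correlation (0.26) and with eGFP-NP 1 and 2 separate (0.082). It was -0.20 with pairs merged and -0.19 with the covariate, and ranged from -0.015 (without IRF5-NP 2) to 0.87 (without IRF5-NP 4). The sets were drawn anew with pairs merged (16 M1 and 4 M2 genes) and with the covariate (49 and 51). Those values therefore do not cover the same genes as the original sets of 74 and 88.

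For IRF5-NP vs IL4 the M2 marker list passed under median scaling (-0.49), quantile normalization (-0.93), merging (-1.16) and the covariate (-1.39), and ranged from -1.42 (without IL4 2) to -0.51 (without IRF5-NP 4). The Interferon list there had a positive mean under median scaling (0.33), with camera still ranking it below the other genes, and changed direction under quantile normalization (0.24), the minimum mean (-0.059, where camera ranked it above the other genes), merging (0.018) and the covariate (0.21), and ranged from -0.54 to 0.57 (without IL4 2); the M1 marker list, at 0.0091, was -0.061 with the minimum mean, -0.011 with the floor and -0.20 with the block, and ranged from -0.41 to 0.65 (without IL4 2). For eGFP-NP vs IL4 the M2 marker list lost its call with the minimum mean (-1.43), fry and an estimated correlation (-1.23), and ranged from -1.70 (without IL4 2) to -1.10 (without IL4 4). The M1 marker list there changed its camera direction with the minimum mean (-0.40) and housekeeping scaling (-0.54) and ranged from -0.67 to 0.41 (without IL4 2), and the Interferon list from -0.995 to 0.14 (without IL4 2). For MPLA vs IL4 the M2 marker list lost its call with an estimated correlation (-2.84), the M1 marker list ranged from 0.45 to 1.57 (without IL4 2) and the Interferon list from 0.88 to 2.05 (without IL4 2). For IRF5-NP vs eGFP-NP the M1 marker list passed with pairs merged (0.60) and the covariate (0.61) and ranged from -0.12 (without IRF5-NP 4) to 0.47 (without IRF5-NP 2), and the Interferon list passed with the covariate (0.77); the M2 marker list, not called, had a mean of -0.035 with pairs merged and -0.086 with the covariate. Where an alternative is given for eGFP-NP and IRF5-NP separately, the difference between them was not tested beyond the direct comparison.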

Other observations

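The tests on stromal RNA, on pan-macrophage genes, on raw ratios, on shared preparation, on the labels of IRF5-NP 4, on T and NK cell genes, on an MPLA library under an IL4 label, on the Irf5 probe and on splits by unadjusted p, by mean difference or with pairs kept were chosen only after the results were seen, whereas the scaling test for IL4 2 and the other counts over splits were written beforehand.

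Fibroblast genes differed between libraries of the same group in IL4, IRF5-NP and eGFP-NP. Library size or scaling is argued against, since the raw counts of the stromal list differed at least 48.4-fold between the libraries with the highest and lowest score of a group (135-fold in IL4, 48.4-fold in IRF5-NP, 71.3-fold in eGFP-NP), while their total counts differed 1.05-, 5.33- and 4.07-fold. A candidate explanation is RNA from stromal cells in some cultures. Of 11 further fibroblast genes, 10 rose with the stromal score in all 3 groups, against 29.9% of 719 other genes, and all 36 within-group slopes of the 12 pan-macrophage genes were negative. Within these groups the score accounted for 64.5% of the sum of squares over 742 genes in 10 libraries (exact permutation p = 0.00116, 1 of 864 permutations, the smallest they can give). The permutations treated the nearly identical IRF5-NP 1 and 2 and eGFP-NP 3 and 4 as separate libraries. This p therefore overstates the evidence, and nothing is concluded from it. The most abundant genes of the list, Col1a2, Fn1 and Col3a1, had 21, 210 and 32 counts in IL4 3 against 23916, 25797 and 21269 in IL4 2. Macrophages can express at least 1 of the 12 listed genes, Fn1, and whether stromal cells were present was not measured.

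Same-numbered IRF5-NP and eGFP-NP libraries deviated together, with correlations of 0.818 or more, which may reflect a shared preparation. As the labels name no preparation, this and other sources cannot be told apart. IRF5-NP 4 correlated at 0.729 with the mean of IRF5-NP 1 and 2, at 0.908 with the eGFP-NP mean and at 0.930 with the MPLA mean. By single library, IRF5-NP 4 correlated at 0.729 and 0.728 with eGFP-NP 1 and 2 and at 0.937 and 0.933 with eGFP-NP 3 and 4. With MPLA libraries it correlated at 0.925 to 0.933. An MPLA library under this label is argued against. Over 27 genes called higher in MPLA that did not rise with the stromal score in both IL4 and eGFP-NP, the mean of IRF5-NP 4 lay 1.02 below the lowest MPLA library, whose group spanned 0.316, and 23 of the 27 lay below every MPLA library. The mean of the M2 signature set, 6.86 in IRF5-NP 4, was nearer to MPLA (6.54 to 6.69), although the low total of IRF5-NP 4 limits what low counts show. An eGFP-NP library under this label was tested on 38 genes with a mean of at least 6 log2 CPM, chosen without IRF5-NP 4, in which IRF5-NP 1 and 2 lay outside the eGFP-NP libraries by more than these span. In 20 of them IRF5-NP 4 lay outside on the same side, among them Cd34 (7.20 log2 CPM, against 9.55 to 9.87 in eGFP-NP), but in only 14 was it nearer to IRF5-NP. Tested in the same way, eGFP-NP 1-2 lay outside the other eGFP-NP libraries in 385 of 403 genes, eGFP-NP 3 in 16 of 49 and eGFP-NP 4 in 8 of 52, so this label and an IRF5-NP culture rich in stromal RNA cannot be told apart by it.

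In IL4 2 the Interferon list mean was 9.04 log2 CPM, against 5.98 to 6.55 in the other IL4 libraries, and the M1 marker list mean was 7.71 against 4.85 to 5.40. Scaling is argued against by a gap in the Interferon list of at least 1.66 under 3 scalings. RNA from T or NK cells is argued against, since 3 of 9 genes (Klrk1, Itgal and Icos, with 341, 2657 and 32 counts) lay above background and above the other libraries, while Nkg7, Gzma and Cd247, abundant in such cells, had 16, 20 and 20 counts. In IL4 3 as well, 3 of the 9 genes lay above background. The reading of this test was settled after the counts were seen. An MPLA library under this label is argued against, since the M2 marker list mean of IL4 2 lay 1.38 above the highest MPLA library, whose group spanned 0.106. A culture exposed to an interferon-inducing stimulus may be an explanation; it was not tested.

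Irf5 did not rise in IRF5-NP (log2 difference -0.108 against eGFP-NP). That is lower than the increase of the delivered mRNA quoted from the study above, which a PCR specific for that mRNA still found at the time of RNA isolation, so loss of the mRNA by then has that measurement against it, although these libraries were not the samples measured. The panel probe may not read the delivered transcript, which was codon-optimized; this stays open without the probe and transcript sequences, which were not used here.

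Other splits of the same libraries were fitted for each model across genes. For MPLA vs IL4, IRF5-NP vs MPLA and eGFP-NP vs MPLA, 1 of 35 splits, the real one, gave as many calls. Most of these splits part nearly identical libraries, and of the 7, 3 and 3 splits that keep such pairs together the real one again gave the most, which is too few splits for a share under 0.05. The splits therefore do not exclude chance. With the pairs merged edgeR still called 20 genes for MPLA vs IL4, and 0 for the other 2 comparisons. Without the merge these 2 had 327 and 262 genes at an unadjusted p under 0.05, and DESeq2 called 388 and 228. For IRF5-NP vs IL4, eGFP-NP vs IL4 and IRF5-NP vs eGFP-NP edgeR called 0 genes in the real split (53, 84 and 42 genes at an unadjusted p under 0.05; DESeq2 called 19, 53 and 7), so that every split gave at least as many (35 of 35, 35 of 35 and 10 of 10) and the count of splits tests nothing. Counted by genes at an unadjusted p under 0.05, 9 of 35 splits gave as many as the real one for IRF5-NP vs IL4 and 9 of 35 for eGFP-NP vs IL4, so chance cannot be excluded there. For IRF5-NP vs eGFP-NP 2 of 10 did, and 10 splits cannot give a share under 0.05. The split of IRF5-NP 1, IRF5-NP 2 and eGFP-NP 1-2 against the rest gave 366 genes; it follows the stromal score and not the mRNA. For IRF5-NP vs IL4 the split of IL4 3, IRF5-NP 1 and IRF5-NP 2 against the rest gave 93 genes and also follows that score.

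For the lists, splits with a camera p as small numbered 22 for the M1 marker list, 2 for the M2 marker list and 22 for the Interferon list in MPLA vs IL4, then 28, 11 and 35 in IRF5-NP vs IL4 and 33, 5 and 31 in eGFP-NP vs IL4, each of 35. For the M2 marker list in MPLA vs IL4, the mean difference was as large in 1 of 35 splits, the real one, and in 1 of the 7 that keep nearly identical pairs together, too few to settle it. With the pairs merged the list still passed camera and fry (-2.85, adjusted p = 6.52e-05 and 0.0480, limma). Over all its alternatives the adjusted p ranged from 1.48e-05 to 0.459 (limma), the highest with an estimated correlation, under which it did not pass. For the other lists in these 3 comparisons chance cannot be excluded. In IRF5-NP vs eGFP-NP they numbered 6, 5 and 5 of 10, and for both signature sets 8 of 10. The correlation with the difference between the standards had 9 of 10 splits as large. These 10 splits cannot exclude chance. Among splits that part each same-numbered pair, the blocked fit gave 0 calls in each, and 98 genes at an unadjusted p under 0.05 in the real split against 7, 10 and 39 in the others. The splits with 7 and 10 genes part IRF5-NP 1 from 2 and eGFP-NP 1 from 2. As these libraries are nearly identical, few genes could differ there. Only the split with 39 genes keeps them together, so chance cannot be judged from these splits. The paired correlation with the difference between the standards had an absolute value of 0.0276 in the real split and of 0.0541 to 0.135 in the others.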
